A study of Homo sapiens with 12 samples.

How the data were processed

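The labels describe 12 ATAC-see samples of BJ fibroblasts, 6 with active tagmentation and 6 with 20 mM EDTA added. Per the labels' protocols, cells were fixed for 10 min in 1% paraformaldehyde and tagmented with 170 nM transposome, then imaged. Crosslinks were reversed, the DNA was amplified with 11, 14 and 17 PCR cycles whose products were pooled, and 50 bp paired reads were sequenced. The aligner, the filters on reads, any shift of reads for the transposase, the peak caller and the use of a control in peak calling are not stated in the labels or the file.

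A single deposited peak list in narrowPeak layout was analysed. It has no header, so units were taken from the layout and checked on the values. The deposited score is a whole number equal to 10 times the deposited −log10 q, rounded down, in 99.9% of peaks. The deposited fold enrichment is the ratio of peak height to background. The authors also deposited −log10 p and −log10 q of each peak, and the position of the summit. Peak names carry the stem common to the 6 tagmentation libraries without a replicate number, so the list was treated as pooled. Values per replicate and values of the EDTA controls were not analysed here.

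Fold enrichment and −log10 p were solved for the pileup and the expected background, with fold = (pileup + 1) / (background + 1) and p the Poisson probability of more than the pileup. This is the form used by MACS, which the labels do not name. A solution was accepted within 0.01 in −log10 p. Whole pileups were found for 100% of peaks, against 2.85% with a pseudocount of 0, 4.65% with a tail that includes the pileup and 4.06% with p altered at random by up to 10%. Whether a pileup unit is a sequenced fragment or an extended read is not stated; the word fragment is used here. PCR duplicates would make the Poisson intervals too narrow.

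Gene names and positions came from RefSeq genes of GRCh38.p14, with 59679 genes of which 20037 are protein-coding. The list names no build, but its sequence names are those of GRCh38. As a check that both use the same coordinates, gene ends shifted by 10 kb met 34.9% as many summits as unshifted ends. No gene coordinates are printed. The gene table has no strand, so both ends of a gene replaced the transcription start site that the design called for. A gene end counts the outermost annotated position, and alternative starts inside genes are counted as inside the gene. No genome sequence was at hand, so the planned tests of GC content and of 16 motifs were not run, and assembly gaps were approximated by leaving out 1 Mb bins without a peak or an annotated gene.

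Random placement moved each peak within its chromosome at its own width, 1000 times for locations, 100 times for genes and 20 times for the distance profile. Differences between peaks at gene ends and elsewhere were tested by 100000 random sign flips of the per-chromosome differences of medians, over 23 chromosomes. Correlations across chromosomes had permutation p-values from 100000 resamples. The X chromosome was tested by its rank among 22 autosomes. Gene lists were tested by Fisher's exact test with Benjamini-Hochberg adjustment over 7 lists, and differences are given in percentage points. All 97 list genes matched the gene table, 2 of them through older symbols. Shares have 95% Wilson intervals and pileups 95% Poisson intervals.

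The tests named in the preceding paragraph, the gene lists and the other settings listed next were chosen before the data were examined. Exceptions are named below. The named peaks are the 5 with the highest deposited fold enrichment on chromosomes 1 to 22, X and Y. The named genes are the 3 of each list with the highest fold at a gene end, and the genes without such a peak in the fibroblast and housekeeping lists where these were 5 or fewer. These other settings were a −log10 q of at least 5 or 10, windows of 500 or 2500 bp, any base of the peak in place of the summit, all annotated genes in place of protein-coding ones, placement and density over full chromosomes, and a pseudocount of 0. Pileup in place of fold, a single gene end in place of both, and placement within the peak's own 1 Mb bin were added after seeing the data. So were the comparison of the 20 tallest peaks with the next 980, and the tests of the background of tall peaks, of X peaks at gene ends, of 45S ribosomal RNA genes and of scaffolds without 2 of them. The tests of pileup on X at its 90th percentile, of pseudogenes and of all scaffold peaks were also added to the design. The tests of background and −log10 q at gene ends were not in the original design. Nor were those of the 3 other location classes and of autosomes alone. The scripts were tested on simulated data. All of 20000 simulated peaks had their pileup recovered, and a planted enrichment of 4.73 at gene ends was recovered as 4.75, against 1.00 without enrichment. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.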

Results

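The series measured open chromatin in BJ cells, an established line of neonatal human skin fibroblasts, with ATAC-see. In this assay a transposase loaded with fluorescent adaptors inserts them into accessible DNA of fixed cells, so that the same cells can be imaged and their tagged fragments then sequenced. The labels name 12 samples in 2 groups. In 6 biological replicates the fixed cells received the active tagmentation solution, and in the other 6 the solution also held 20 mM EDTA, which removes the magnesium that the transposase needs. All 12 samples carried batch number 1. The values analysed here are a single list of peaks whose names carry the library stem shared by the 6 tagmentation replicates, without a replicate number. The list is therefore treated as pooled over that group. It gives no value per replicate and none for the EDTA controls, so neither the spread between replicates nor the difference between the groups could be measured. The number of reads per sample is unknown. Intervals below cover counting error only, and chromosomes, where they serve as units, are not biological replicates.

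The list held 143205 peaks, of which 142924 lay on chromosomes 1 to 22, X and Y. No peak lay on the mitochondrial genome. The peaks did not overlap, and the smallest gap between neighbours was 134 bp. Together they covered 57.0 Mb, and those on chromosomes covered 1.95% of the 2924 Mb that remained after 1 Mb bins without a peak or an annotated gene were left out. The median width was 324 bp, with the middle 50% of peaks between 206 and 514 bp and a range of 133 to 3866 bp. The deposited fold enrichment, which is the height of a peak over its local background, had a median of 10.3. Its quartiles were 6.25 and 17.8 and its range ran from 1.30 to 48.5. The lowest deposited −log10 q was 1.30, which corresponds to a q threshold of 0.05, and the median was 28.9. Among the stricter thresholds tried, a −log10 q of at least 10 moved these values most and left 114727 peaks with a median width of 377 bp and a median fold enrichment of 12.8.

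The depth behind each peak was recovered from the deposited fold enrichment and p-value. Both follow from the number of fragments at the peak and the expected number there if the fold has a pseudocount of 1 and the p-value is the upper tail of a Poisson distribution. Under this form 100% of peaks gave a whole number of fragments, with a largest error of 0.00972 in −log10 p. With p-values altered at random by up to 10% only 4.06% did. The number of fragments at a peak is called its pileup below. The median pileup was 40 fragments. The quartiles were 21 and 89, the lowest value was 7 and the highest 5678. For a single peak with 40 fragments, counting error alone gives a 95% Poisson interval of 28.6 to 54.5. This interval is not the uncertainty of the median. The lowest expected background was 1.72 fragments, and 52146 peaks (36.4%, 95% Wilson interval 36.2 to 36.7%) had this value, which marks it as the genome-wide background. The median background was 2.47 fragments.

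The position of the summits relative to genes was compared with random placement. Gene orientation was not known, so both ends of each gene were used in place of its transcription start. Of the 142924 summits on chromosomes, 15791 (11.0%, 95% Wilson interval 10.9 to 11.2%) lay within 1000 bp of an end of a protein-coding gene. In 1000 random placements within the same chromosomes the share was 2.67% ± 0.0438 (SD over placements). The observed share was 4.13 times higher, with a one-sided placement p of 0.001, the smallest that 1000 placements can give. Windows of 500 bp moved the ratio most upward, to 6.29, and the use of all annotated genes moved it most downward, to 2.53. A further 69080 summits (48.3%) lay inside protein-coding genes farther from their ends, against 42.9% by placement. Another 17346 (12.1%) lay only inside genes of other types, against 14.0%, and 40707 (28.5%) lay outside annotated genes, against 40.4%. The one-sided placement p was also 0.001 for each of these 3 classes.

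The excess was concentrated close to the gene ends. Within 100 bp of an end there were 6828 summits against a mean of 402 placed ones, a ratio of 17.0. The ratio was 7.39 between 100 and 200 bp, 2.25 between 200 and 500 bp and 1.82 between 500 and 1000 bp. It was 1.13 between 2000 and 5000 bp and 1.22 between 5000 and 10000 bp.

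**Figure D1:**
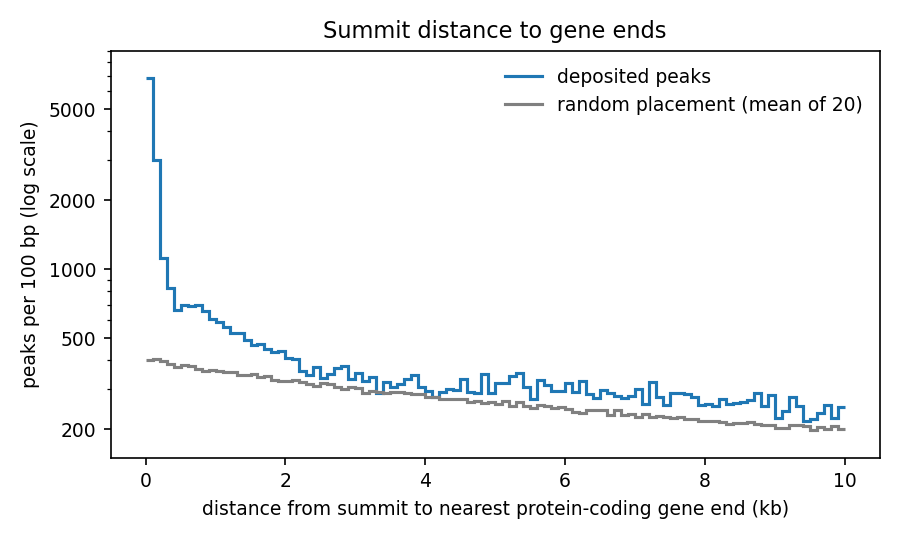
Number of peaks per 100 bp (log scale) against the distance in kb from the summit to the nearest protein-coding gene end, for the deposited peaks and for the mean of 20 random placements. The first 100 bp hold 6828 deposited and 402 placed summits.

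Of 20037 protein-coding genes, 14367 (71.7%, 95% Wilson interval 71.1 to 72.3%) had a summit within 1000 bp of at least 1 end. In 100 random placements the share was 18.7% ± 0.307 (SD). Exactly 1 end had a summit in 11938 genes (59.6%) and both ends in 2429 (12.1%), against 1.25% ± 0.0816 for both ends by placement. No summit lay at either end of 5670 genes (28.3%). Windows of 500 and 2500 bp gave 12786 and 16015 genes with a summit at an end.

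Peaks at gene ends were compared with all others on chromosomes 1 to 22 and X. The median fold enrichment was 17.6 at the 15791 gene-end peaks and 9.92 at the 127133 other peaks, with Y included in both medians. The difference of medians per chromosome was 0.83 ± 0.08 on the log2 scale (mean and SD over 23 chromosomes). It ranged from 0.71 to 0.98 and was positive on 23 of 23 chromosomes, with a two-sided sign-flip permutation p of 1e-05, the smallest that 100000 resamples can give. The median pileup was 139 fragments at gene ends and 36 elsewhere, a log2 difference of 1.90 ± 0.15 (SD over chromosomes). The expected background was also higher at gene ends, with medians of 7.86 and 2.23 fragments. The median width was 665 bp at gene ends and 304 bp elsewhere, and the difference per chromosome was 367 ± 31.9 bp. The median −log10 q was 118.9 and 26.3. All 5 measures were higher at gene ends on 23 of 23 chromosomes, and the permutation p was 1e-05 for each, as was its Benjamini-Hochberg adjusted value over the 5. Windows of 2500 bp moved the difference in fold enrichment most, to 0.49.

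The share of peaks at gene ends was highest among tall peaks. In 20 bins of equal size it lay between 3.92% and 5.04% in the 7 bins with the lowest pileup and reached 58.8% in the top bin, where the median pileup was 455. Against fold enrichment the top bin stood less far above the others. The bin of lowest fold had 11.3% of its peaks at gene ends, more than the 6.45% of the next bin, and the top bin had 33.0%. Among the 1000 tallest peaks on chromosomes, 775 of those ranked 21 to 1000 (79.1%, 95% Wilson interval 76.4 to 81.5%) were at gene ends. Of the 20 tallest, 9 were (45%, interval 25.8 to 65.8%), and Fisher's exact test between these sets gave a two-sided p of 0.000989. This comparison was chosen after the values were seen. Across peaks, which are not independent replicates, pileup and width had a Spearman rho of 0.68 and pileup and fold enrichment of 0.81. Among the 13537 peaks with a pileup of at least 200, the rho of fold enrichment was 0.23 with pileup and −0.19 with width. By chromosome, the rho with pileup ran from −0.14 to 0.38, so its sign was not constant. The rho with width ran from −0.40 to −0.03.

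**Figure D2:**
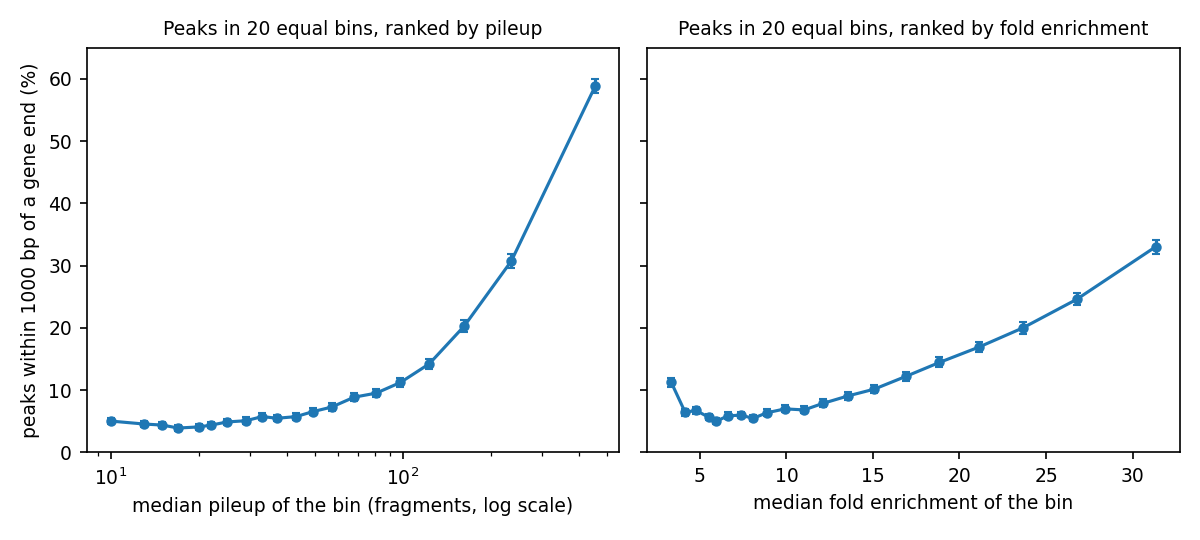
Percent of peaks with a summit within 1000 bp of a protein-coding gene end in 20 bins of equal size, ranked by pileup (left, log axis, fragments) and by deposited fold enrichment (right), with bars for 95% Wilson intervals. The top bin reaches 58.8% by pileup and 33.0% by fold enrichment.

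The 5 peaks with the highest fold enrichment are given with 95% Poisson intervals of their pileup and with coordinates as deposited, whose sequence names are those of GRCh38. The highest, 48.5, was on chromosome 10 from 28291857 to 28292043, inside MPP7, with a pileup of 294 fragments (261 to 330). The next was on chromosome 14 from 100546245 to 100546719, inside BEGAIN, with a fold of 47.3 and a pileup of 1527 (1451 to 1606). A fold of 46.1 was found on chromosome 21 from 46184417 to 46184939, inside the long noncoding RNA LOC124905045 and within 1000 bp of an end of SPATC1L, with a pileup of 4816 (4681 to 4954). On chromosome 11 from 129143336 to 129143741, inside ARHGAP32, the fold was 45.1 and the pileup 654 (605 to 706). On chromosome 12 from 54560435 to 54560762, inside PDE1B, the fold was 44.6 and the pileup 306 (273 to 342). Of the 100 peaks highest in fold enrichment and the 100 highest in pileup, 4 were shared.

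Gene lists of cell types were compared for a summit within 1000 bp of either gene end. Of 25 fibroblast genes 22 had one (88.0%, 95% Wilson interval 70.0 to 95.8%). Of 52 genes of the 5 other cell types together 14 had one (26.9%). The difference was 61.1 percentage points (Fisher's exact test, two-sided p 4.13e-07), and windows of 2500 bp moved it most, to 47.9 points. Against all other protein-coding genes, the fibroblast list was 16.3 points higher, with an adjusted p of 0.0900 by Fisher's exact test with Benjamini-Hochberg adjustment over 7 lists, so this difference did not pass 0.05. All 20 housekeeping genes had a summit (28.3 points higher, adjusted p 0.00461). Liver and pluripotency genes had 1 of 10 each, and each list had a value of −61.7 points (adjusted p 0.000302). Keratinocyte genes had 3 of 10 (−41.7 points) and blood genes 4 of 12 (−38.4 points), each with an adjusted p of 0.0104. Neuron genes had 5 of 10 (−21.7 points), with an adjusted p of 0.158 by Fisher's exact test. The keratinocyte difference no longer passed 0.05 with windows of 2500 bp.

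**Figure D3:**
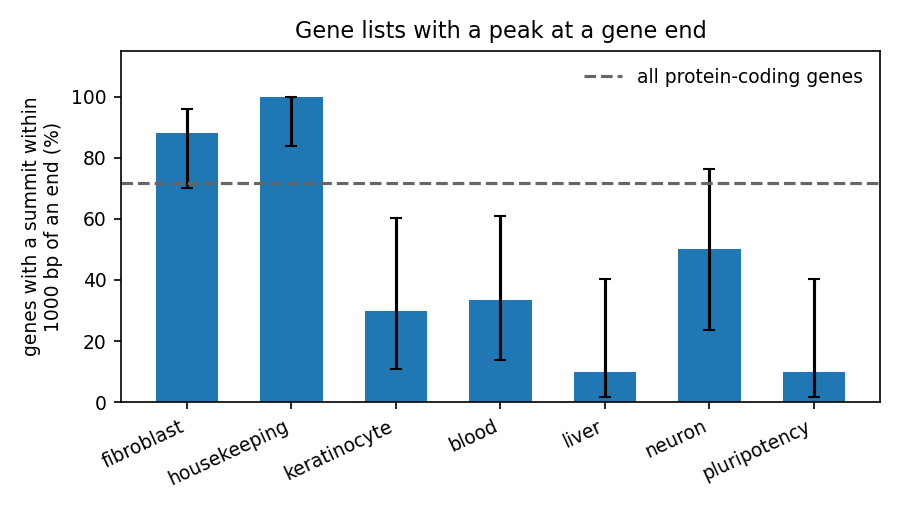
Percent of genes in each of 7 lists with a summit within 1000 bp of a gene end, with bars for 95% Wilson intervals and a dashed line for all protein-coding genes (71.7%). The fibroblast list reaches 88.0% and the liver and pluripotency lists 10.0%.

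Among fibroblast genes the highest fold at a gene end was 27.8 at TAGLN, on chromosome 11 from 117198821 to 117199603, with a pileup of 892. TWIST1 had a fold of 22.5 and a pileup of 358, and FN1 a fold of 20.5 and a pileup of 341. THY1, PDGFRA and POSTN had no summit within 1000 bp of an end. With windows of 2500 bp THY1 had a peak with a fold of 22.2 and PDGFRA one with a fold of 17.0, and POSTN had none. Among housekeeping genes PGK1 had a fold of 32.7 on chromosome X from 78103790 to 78104303, with a pileup of 668. RPL13A had a fold of 31.7 and TBP of 28.2. The median fold was 15.8 over the 22 fibroblast genes and 22.2 over the 20 housekeeping genes with a summit. In the keratinocyte list the fold was 26.1 at SFN, 21.6 at KRT10 and 5.14 at LORICRIN. These summits lay 710, 894 and 643 bp from a gene end. In the blood list the fold was 26.9 at CD3E, 20.7 at SPI1 and 14.7 at CD8A, at distances of 619, 539 and 137 bp. The single liver gene with a summit, APOA1, had a fold of 25.5, and the single pluripotency gene, SOX2, a fold of 5.51 with a pileup of 14. In the neuron list the fold was 32.2 at SYT1, 30.8 at SYP and 12.7 at SNAP25. Since gene orientation was not known, a summit at a gene end in any list need not lie at a transcription start.

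Peak density per chromosome was compared with gene density. Over chromosomes 1 to 22 and X, peaks per Mb and protein-coding genes per Mb had a Pearson r of 0.72 (permutation p 8e-05, two-sided, 23 chromosomes) and a Spearman rho of 0.84 (permutation p 1e-05). Without chromosomes 19 and 17, the farthest from the median gene density, r was 0.70 (permutation p 0.00038). This was the only relation tested across chromosomes. On the 22 autosomes alone r was 0.80 (permutation p 1e-05). Of the other settings, a −log10 q of at least 10 moved the r over 23 chromosomes most, from 0.72 to 0.76. The X chromosome had 22.1 peaks per Mb against a median of 51.3 ± 9.60 (SD over 22 autosomes), a ratio of 0.430. The lowest autosome, chromosome 4, had 37.5 and the highest, chromosome 17, had 74.6. X ranked lowest of 23, with a one-sided exact rank p of 0.0435, the smallest possible. The ratio lay between 0.411 and 0.441 under the alternatives tried. Chromosome Y had 186 peaks, or 6.64 per Mb.

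**Figure D4:**
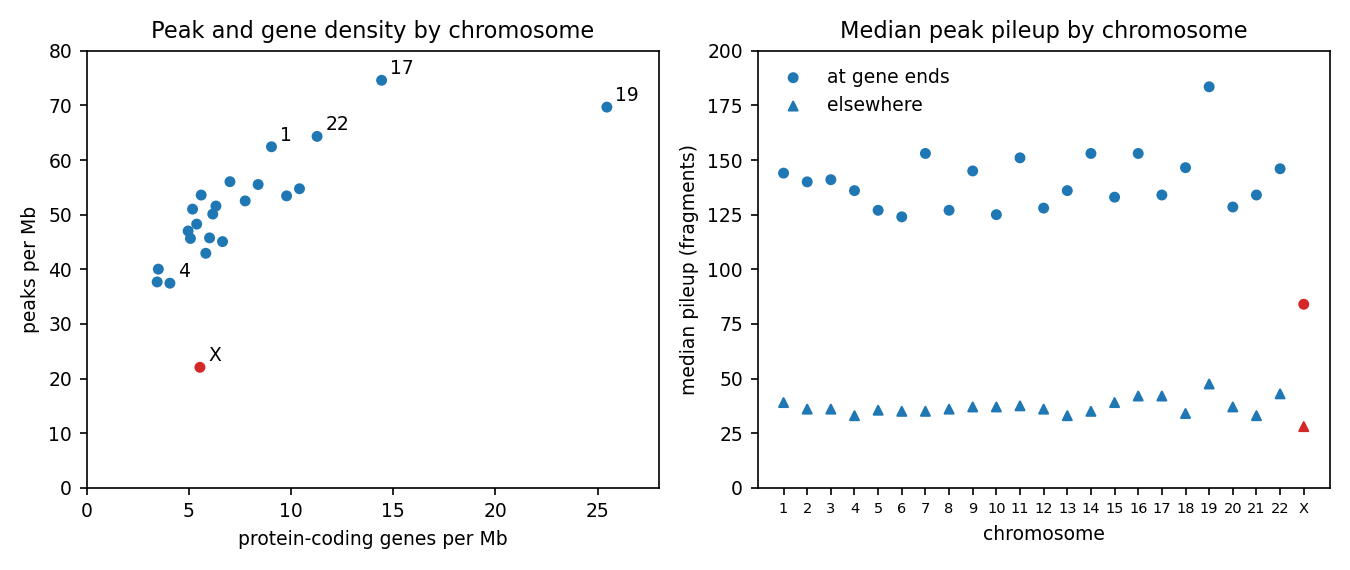
Left, peaks per Mb against protein-coding genes per Mb for chromosomes 1 to 22 (blue) and X (red). Right, median pileup in fragments of peaks at gene ends (circles) and elsewhere (triangles). Among chromosomes 1 to 22 and X, X has the lowest value in both classes, 84 and 28.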

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

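The test that left out 2 scaffolds was chosen only after the result was seen. Outside chromosomes 1 to 22, X and Y, which the comparisons above use, 281 peaks (0.196% of all, 95% Wilson interval 0.175 to 0.221%) lay on 50 unplaced or unlocalised scaffolds. They are listed because no comparison used this sequence and their number is above the 3 that a count of 0 would allow, a low bar that does not show the signal to be unusual. These peaks had a median pileup of 32, a median fold of 8.08 and a median background of 2.53 fragments. The scaffold with most peaks held 28.

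Reads shared between near-identical copies in the assembly are a candidate explanation, and would predict more peaks on a high background. A background over 10 fragments was found at 51 scaffold peaks (18.1%) and 16100 chromosome peaks (11.3%), an odds ratio of 1.75 (Fisher's exact test, two-sided p 0.000624). This excess rested on 2 scaffolds, which held 34 of the 51. On the remaining 48 scaffolds 17 of 232 peaks (7.33%) had such a background, and the odds ratio was 0.623 (two-sided p 0.0608). The 2 scaffolds had a median background of 228.7 and a median fold of 3.01. They were chosen for their high background, so neither they nor the remaining 232 peaks give a test of the explanation. Shared reads can therefore neither be excluded nor singled out, and genuine open chromatin on these sequences stays open. No biological explanation was tested, since the design gives no group to compare.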

How the results depend on the processing

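No test in this part was chosen for its result, but pileup in place of fold, single gene ends and placement within 1 Mb bins were added after seeing the data. The correlation on autosomes alone was also not in the original design. No paired analysis was possible because the peak list is pooled over replicates, and no sample has values of its own. For the same reason no replicate was left out.

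The direction and the side of the threshold held for these tested results under the alternatives tried. The excess of summits at gene ends lay between 2.53 and 6.29 times, with a placement p of 0.001 throughout. The log2 difference in fold enrichment at gene ends lay between 0.49 and 1.03, and was 1.90 with pileup in its place. The difference in width lay between 250 and 417 bp, the correlation of peak and gene density between 0.70 without chromosomes 19 and 17 and 0.80 on autosomes alone, and the X ratio between 0.411 and 0.441. Fibroblast genes exceeded the other cell types by 47.9 to 61.2 points, with Fisher's exact p between 3.21e-07 and 2.64e-05. The housekeeping, blood, liver and pluripotency lists also kept their direction and an adjusted p under 0.05.

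The tests of 3 lists did not hold throughout, and the cause was not tested. With windows of 2500 bp the keratinocyte difference weakened to −9.93 points (adjusted p 0.503, range over alternatives 0.000269 to 0.503). With the same windows the neuron difference reversed to 0.0729 points (adjusted p 1, range 0.141 to 1), though it passed 0.05 under no setting. With any base of the peak in the window, the fibroblast list stood 18.2 points above other genes and passed 0.05 (adjusted p 0.0462, range 0.0462 to 0.347).

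Values without a test moved with definition. The gene-end share, 11.0% as reported, was 8.71% with 500 bp, 15.8% with 2500 bp, 11.9% with any base of the peak and 17.0% with all annotated genes. It was 6.36% with the lower-coordinate end alone and 6.20% with the higher-coordinate end alone. All annotated genes gave 24831 genes with a summit at an end, from 59679 in place of 20037. A −log10 q of at least 5 gave a gene-end share of 11.4%, a median width of 341 bp and a median fold of 11.0, and a −log10 q of at least 10 gave 12.4%, 377 bp and 12.8. These thresholds remove weak peaks by construction. A pseudocount of 0 gave whole pileups in 2.85% of peaks. Among single genes 27 values stayed the same and 2 moved, both at SNAP25. There the fold was 9.23 with 500 bp and 16.8 with 2500 bp. A further 5 named genes, SFN, KRT10, LORICRIN, CD3E and SPI1, had no summit within 500 bp and so no value there.

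Merging overlapping peaks and keeping the strongest summit per interval changed nothing because no peaks overlapped, so they say nothing about stability. The alternatives for GC content and motifs were not run. The absence of a summit at THY1 and PDGFRA rests on the window, since both had a peak with 2500 bp. POSTN had none with that window either. With a lowest pileup of 7 and a genome-wide background of 1.72 fragments, a gene without a peak is one where none was detected at this depth.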

Other observations

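The tests of local background at tall peaks, of the X median at gene ends, of the gene-end share of the tallest peaks and of the 45S genes were chosen only after the result was seen. The copy number of X is the only biological explanation weighed here, since the design gives no group with values of its own.

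Peaks and genes sharing dense regions account for part of the excess of summits at gene ends but not for the whole. Placement within the peak's own 1 Mb bin lowered the ratio from 4.13 to 3.11, with a placement p of 0.001.

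Gene-end peaks exceeded others by 1.90 on the log2 scale in pileup but by 0.83 in fold enrichment. A candidate explanation is that a tall peak's own fragments raise the local background that its fold is divided by. Of 13537 peaks with a pileup of at least 200, 0 were at the genome-wide background, against 52055 of 129387 lower peaks (40.2%). The count of 0 decides nothing, because the highest fold in the list, 48.5, already rules out such a pileup on the genome-wide background. The explanation stays open. Neighbouring peaks and a background taken from the control libraries were not tested. The choice between the measures decides which peaks stand at the top, since 4 of the top 100 were shared.

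Peaks on X were lower as well as sparser. The median pileup of X peaks was 31 fragments against 39.3 for the median autosome. At gene ends it was 84 against 138 (autosomes 124 to 183.5), a ratio of 0.609. A smaller share of gene-end peaks on X does not account for it, since 490 of 3375 X peaks (14.5%) were at gene ends, against 11.0% over all chromosomes, and the difference was present among gene-end peaks alone. The 90th percentile at gene ends was 374.5 against 601.2. Against the 22 autosomes X ranked lowest in each, with a one-sided exact rank p of 0.0435, the smallest possible. A single copy of X per cell against 2 of each autosome may contribute. The 90th percentile on X was below that of every autosome. Its ratio of 0.623 to the autosomal median was above the ratio of 1 copy to 2. Only detected peaks entered, so this ratio does not measure copy number. Differences in mappability were not tested.

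The 20 tallest peaks were at gene ends less often than the next 980 (9 of 20 against 775, Fisher's exact two-sided p 0.000989). Stacking of reads from repeated sequence on a single reference copy would give this, but so would other causes, so the comparison leaves it open. Duplicated sequence is a candidate explanation. An annotated pseudogene lay within 5000 bp of 5 of the 20 and 96 of the 980 (Fisher's exact two-sided p 0.0431). FAM86 genes, a family chosen after the values were seen, lay within 5000 bp of 6 of the 20 and 6 of the 980. The peaks beside FAM86B1 and FAM86B2 on chromosome 8 had pileups of 5375 and 4463. Their summits lay 515 and 448 bp from ends of these genes. Both are thus among the 9 gene-end peaks, so the peaks beside FAM86B1 and FAM86B2 do not account for the lower share. The counts do not show how many of the other tall peaks near FAM86 genes lay away from gene ends. Their part in the lower share therefore stays open, and duplicated sequence remains a candidate explanation.

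A background over 100 fragments was found at 74 chromosome peaks, 31 of them on chromosome 21. Of those 31, 20 (64.5%) lay within 5000 bp of 3 annotated 45S ribosomal RNA genes. The 18 peaks inside these genes had a median pileup of 572 but a median fold of 2.21. Reads of many repeated copies stacked on the annotated ones may explain these 20 peaks. The share gives no test of this, because neighbouring peaks share their background and the genes were chosen for it, so the explanation stays open. The remaining 11 peaks lay farther from these genes.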
